A study of Harpegnathos saltator with 4 samples. Its data were reported in "Orco-dependent survival of odorant receptor neurons in ants" (2024).

How the data were processed

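Nuclei of *Harpegnathos saltator* antennae were profiled by droplet-based single-nucleus RNA sequencing in 3 wild-type (WT) libraries and 1 library of *orco* mutant females. The authors sorted Hoechst-stained nuclei, prepared 3′ gene expression libraries and aligned and counted reads with Cell Ranger 7.0.0, introns included, on an annotation with curated odorant receptor (*Or*), ionotropic receptor (*Ir*) and gustatory receptor (*Gr*) genes. The deposited matrices hold UMI counts per gene and barcode, which were checked to be whole numbers and were used as deposited. No reads were realigned, and no genome sequence was used. WT libraries 2 and 3 carry the same biological replicate number and were summed as WT replicate 2, so that n = 2 WT and 1 mutant. The mutant females were collected freshly eclosed at another site, and their antennae were stored frozen and sequenced on another instrument, while the WT females were adults of unknown age, so genotype, site, age, storage and sequencer are confounded.

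The 4 matrices held 22471 barcodes and 14407 genes, with library totals of 6424879, 40957444, 43291280 and 23271507 UMIs for WT libraries 1 to 3 and the mutant. Nuclei were kept with 750 to 2750 genes, at most 9500 UMIs and at most 1.25% mitochondrial UMIs over 26 mitochondrial genes, the limits the study states. A looser first filter of the study, at most 12500 UMIs and 2.5% mitochondrial UMIs, left 20000 nuclei and served as an alternative. The final filter kept 16421 nuclei, with 3535098, 28074106, 26575388 and 15390367 UMIs per library. Counts of 63 ribosomal RNA genes were left out. Of the features, 13545 matched the RefSeq name table of the same assembly, which gave 4090 a symbol, and it was used for names alone. Coordinates are those of the deposited annotation, counted from 1. The mutation itself was not called, since the counts carry no sequence. Scrublet, run through scanpy, called 3, 1, 0 and 0 doublets in the 4 libraries, so its threshold had not worked. The highest scores of each library, at 0.8% per 1000 barcodes, were therefore removed as an alternative.

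Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, Matrix 1.6.5, edgeR 4.0.16 and DESeq2 1.42.0. Libraries were integrated with Seurat's reciprocal PCA anchors on 2000 variable genes and 30 components, in place of the scVI model of the study. A graph of 15 neighbours was clustered with the Leiden method at resolution 5. A cluster was named neuron-like when *nSyb*, *fne*, *Syt1* and *onecut* each had a UMI in at least 50% of its nuclei. Other clusters were named glia-like, muscle-like, epithelium-like or support-cell-like when the leading marker (*repo*, *Mhc*, *grh* or *sv*) did so and at least 3 markers of the class were found in at least 10% of the nuclei, and the class with most markers above the mean of the other clusters was taken where several met this. These percentages were set after the tables of clusters had been seen, and a stricter naming was added as an alternative. Neurons were classed as in the study: a receptor was called where a Mann-Whitney comparison of a neuron's neighbourhood with 100 WT non-neuronal nuclei gave p under 0.05, and the pattern over *Rh50*, *nompC*, *Gr*, *irco* (the *Ir* co-receptor genes), tuning *Ir*, *orco* and tuning *Or* genes gave the category.

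Shares of nuclei carry exact (Clopper-Pearson) 95% intervals and were compared over biological replicates with an exact two-sided permutation test, whose smallest possible p is 0.333 with 2 WT replicates and 1 mutant. Shares of nuclei with a UMI of a gene were taken after every nucleus had been thinned to 1000 UMIs at random. Levels in a class are given as CPM, the UMIs of a gene scaled to a class total of 1000000 UMIs, with exact Poisson intervals. A count of 0 allows up to 3 counts of the total. Intervals and floors cover counting error alone, and nuclei are not replicates.

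For differential expression, counts were summed per biological replicate over all nuclei and within each class with at least 20 nuclei per sum. They were tested with edgeR's quasi-likelihood test (TMM scaling, filterByExpr) with Benjamini-Hochberg adjustment, and genes at adjusted p under 0.05 were said to rise or fall. The fit has 1 residual degree of freedom, and the lone mutant is assumed to vary like the WT. Standard errors are the log2 fold change over the root of the F statistic. Tested on simulated counts with known changes, the fit called 28% of changes of log2 size 4 over all nuclei, 79.2% in non-neuronal nuclei, 65.3% in epithelium, 72.9% in support cells, 54.2% in glia and 65.9% in mechanosensory neurons. At log2 size 1, it called at most 2.08% in any comparison. False calls numbered 0 to 4 per comparison. The simulated mutant was given the WT spread and no effect of site, age or storage. These numbers therefore do not give the false calls of the real comparisons. Folds against a group without counts are lower bounds at a floor of 3 counts over the group, or over the WT replicate where 1 is taken alone, and with 1 to 3 counts the counting interval of the ratio is given. Log2 changes against 1 WT replicate alone come from no fit and are ratios of CPM with 1 added to each, without TMM scaling. They are therefore not on the scale of the fitted changes, and low levels give smaller values.

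Genes to name were fixed before the data were examined: in each class the 10 highest and 10 lowest log2 changes among called genes with the mutant outside the range of the WT libraries, those with a symbol preferred, every gene that a list fixes by identifier, and the 10 tuning *Or* genes with the highest ratio of mutant over WT among those with at least 20 UMIs in mutant non-neuronal nuclei. The gene lists, with adjustment over all genes tested and over the list alone, were: neuron markers, other neuronal genes, neuron subtype markers, glia markers, muscle markers, epithelium markers, support cell markers, hemocyte markers, fat body and oenocyte markers, tracheal markers, ER stress and unfolded protein response, apoptosis, heat shock and acute stress, immune genes, cuticle and chitin, ecdysone and juvenile hormone response, chemosensory proteins, cytosolic ribosomal proteins, cilium and mechanotransduction, respiratory chain complex I, tuning *Or*, *Ir* and *Gr* genes, *irco*, and 4 lists of the study's own genes (support cell markers, retained *Or* genes, *Or* comparisons and non-*Or* neighbours). The lists had been written as product names, which the files do not pair with identifiers, so the members were looked up by symbol after the name table had been seen and before any count was examined.

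The level of each tuning *Or* gene in mutant non-neuronal nuclei was related to its distance from the nearest non-*Or* gene with Spearman and Pearson correlations across genes, with permutations of genes and of whole loci whose smallest possible p is 1e-05. Alternatives covered the filter, doublets, integration, resolution, the naming of classes, the p for receptor calls (0.001), thinning (none, or 2000 UMIs), DESeq2 and its size factors, no filter on low counts, the 3 WT libraries as separate samples, each WT library and replicate left out, and other measures of distance. Clusters were kept as they were when a library was left out. The bulk RNA comparison and the imaging of the study were not used here.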

Results

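Antennal nuclei of the ant *Harpegnathos saltator* were compared between wild-type (WT) females and females homozygous for a mutation of *orco*, which encodes the co-receptor that odorant receptors (ORs) need to form ion channels. Libraries 1, 2 and 3 were WT and came from 2 biological replicates, since libraries 2 and 3 were made from 1 pool of animals. A single library came from mutant females, so the mutant had no replicate. Library totals were 6424879, 40957444 and 43291280 UMIs for WT libraries 1 to 3 and 23271507 UMIs for the mutant. After filtering, 12931 WT nuclei (1015, 6414 and 5502 per library) and 3490 mutant nuclei remained. Median depths were 3186, 4073.5 and 4604 UMIs per WT nucleus and 4117 UMIs per mutant nucleus. Genotype was confounded with collection site, age at collection, storage and sequencing instrument, so each difference is one between the libraries as they were collected.

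The first question was which cells of the antenna remained without Orco. Neuron-like nuclei made up 11.4% of mutant nuclei (398 of 3490, exact 95% interval 10.4 to 12.5%) against 69.4% ± 5.89 in WT (mean ± SD, n = 2). The WT replicates stood at 73.6% and 65.3%, and libraries 2 and 3 of the second replicate at 65.6% and 64.9%. Per non-neuronal nucleus, the mutant had 0.0552 times as many neuron-like nuclei as the WT mean. Support-cell-like nuclei, of the cells that wrap each sensillum, were 32.3% of mutant nuclei against 8.36% ± 1.65 in WT. Epithelium-like nuclei were 34.5% against 11.3% ± 3.6, and glia-like nuclei 11.3% against 6.79% ± 0.147. Among non-neuronal nuclei alone, support cells numbered 27.2 and 27.4 per 100 in the WT replicates and 36.4 in the mutant, epithelium 33.2 and 39.9 against 38.9, and glia 26.1 and 19.3 against 12.8. The mutant lay outside both WT replicates for each of these classes as a share of all nuclei, with an exact two-sided permutation p of 0.333, the smallest that 2 WT replicates and 1 mutant allow.

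Muscle-like nuclei numbered 1 and 81 in the WT replicates and 7 in the mutant. Their share of 0.201% in the mutant lay between the WT shares of 0.0985% and 0.680%, and the difference was 0.102 percentage points against WT replicate 1 and -0.479 against replicate 2. Per 100 non-neuronal nuclei they numbered 0.373 and 1.96 in WT and 0.226 in the mutant, below both replicates. The 1 nucleus of WT replicate 1 allows a share of nuclei of up to 0.548% (exact 95% interval), so no difference from that replicate was detectable. Without any filter on nuclei, muscle-like nuclei were 1.14% and 1.31% in WT and 1.22% in the mutant, a ratio of 0.996 to the WT mean, and 0.419 times the WT mean per non-neuronal nucleus. Nuclei without a class name were 10.3% of the mutant and 3.45% and 3.98% of the WT replicates. Of the clusters, epithelium-like WT nuclei were most frequent in clusters 2, 3 and 35 and mutant ones in clusters 8, 13 and 45. Cluster 5 was the most frequent among glia-like nuclei of both groups, with 29.9% of WT and 39.7% of mutant ones, followed by cluster 30 in WT (173 nuclei) and cluster 33 in the mutant (92 nuclei). Cluster 0 was the most frequent among support-cell-like nuclei, with 22.7% and 26.7%, followed by cluster 18 in WT (181 nuclei) and cluster 28 in the mutant (172 nuclei). Cluster 8 held 334 mutant nuclei among 371, and cluster 69 held 38 nuclei, all mutant. Where a class name required at least 3 markers above the other clusters, epithelium-like nuclei were 23.8% of the mutant and 3.48% of WT. The epithelium-like clusters that fell short of this were 2, 3, 13, 35 and 67, among them the 3 most frequent in WT.

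**Figure D1:**
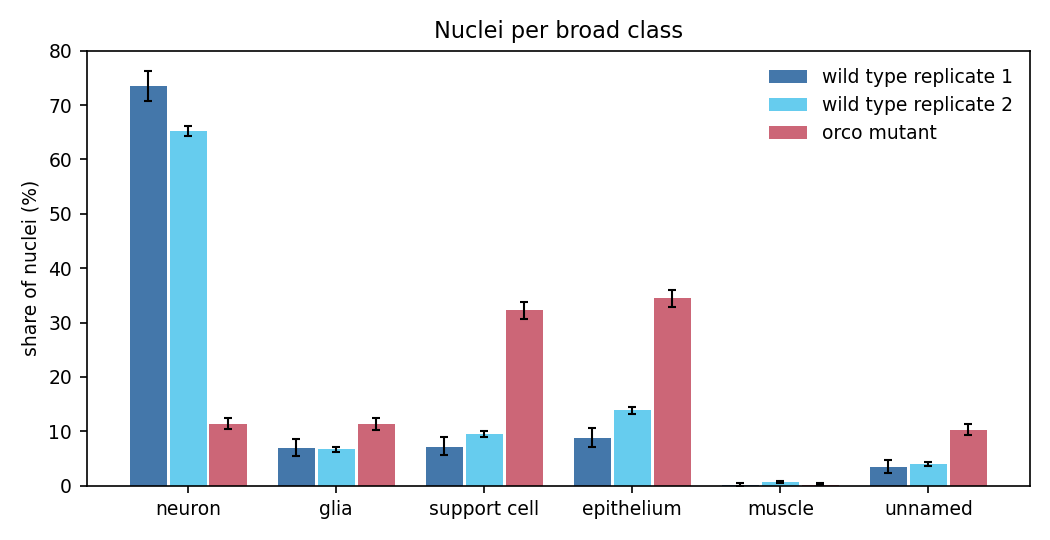
Bars give the share of nuclei (%) in each broad class for the 2 WT replicates and the mutant, with exact 95% binomial intervals that cover counting error alone. Neuron-like nuclei stand at 73.6% and 65.3% in WT and at 11.4% in the mutant, and muscle-like nuclei are under 1% in all 3.

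Within the neurons, the question was which sensory categories were lost. Each neuron was placed in 1 category. The OrX+orco category holds neurons with calls of a tuning *Or* gene and *orco* but of no other receptor class, *Rh50* or *nompC*. It numbered 226 and 2089 in the WT replicates (22.3% and 17.5% of nuclei) and 4 in the mutant (0.115%). This difference of -19.8 percentage points from the WT mean was -44.5 with receptor calls at p under 0.001, -12.1 with no filter on nuclei and -3.33 with no clustering. Neurons that fitted none of the categories were the most numerous, with 39.5% and 45.2% of WT neurons, and made up 8.79% of mutant neurons. Neurons with calls of *Gr* genes alone beside those of a tuning *Or* gene and *orco* were 10.7% and 7.95% of WT nuclei and 0.0860% of mutant nuclei. Those with calls of *Ir* co-receptor (*irco*) genes alone beside them were 7.88% and 6.44% against 0.0573%. Mechanosensory-like neurons, marked by *nompC*, which encodes a mechanotransduction channel, numbered 25, 305 and 244. They were 2.46% and 2.56% of WT nuclei and 6.99% of mutant nuclei, or 9.33, 7.37 and 7.89 per 100 non-neuronal nuclei, so their number relative to other antennal cells lay within the WT range, and they made up 61.3% of mutant neurons. The difference in share from the WT mean was 4.48 percentage points and reversed to -2.08 with no clustering. Ammonia-sensing-like neurons, marked by the ammonium transporter gene *Rh50*, numbered 4, 35 and 16, with shares of 0.394%, 0.294% and 0.458%. Their difference of 0.115 percentage points reversed with no integration (-0.457), at resolution 2 (-1.29) and with no clustering (-1.35). A mixed category with calls of *irco*, tuning *Ir*, *Gr* and tuning *Or* genes held 0.690% and 0.663% of WT nuclei and 1.89% of mutant nuclei. Every neuron received a call of at least 1 tuning *Or* gene at the threshold used, so this call told no neurons apart. The categories defined by the lack of such a call therefore held 0 nuclei. Their counts of 0 allow shares of up to 0.296%, 0.0252% and 0.0860% and do not bear on the neurons with *Ir* and *orco* that the study describes. Neurons without an *orco* call numbered 16.8 and 15.9 per 100 non-neuronal nuclei in WT and 11.4 in the mutant.

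*HsOrco*, the mutated gene, fell by 6.27 on the log2 scale over all nuclei (SE 1.89, edgeR adjusted p 0.0135). After every nucleus was thinned to 1000 UMIs, an *orco* UMI was found in 66.4% and 55.7% of WT neurons (496 of 747 and 4329 of 7777, median depths before thinning 3125 and 4343 UMIs) and in 5.53% of mutant neurons (22 of 398, exact 95% interval 3.50 to 8.25%, median 5228 UMIs). In non-neuronal nuclei, which should lack the gene, the shares were 18.7%, 14% and 0.0647% (2 of 3092), with median depths of 3458, 4226 and 3960 UMIs. *orco* stood at 1583 and 1018 CPM in WT neurons and 67.1 CPM in mutant neurons. The counts do not show whether remaining *orco* transcripts carried the mutation, and the fall combines loss of neurons with any change per neuron.

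Co-receptor genes of the *Ir* family were compared between mutant neurons with and without an *orco* UMI, to ask which *irco* gene accompanies *orco* where ORNs (odorant receptor neurons) are gone. *HsIr8a*, whose protein partners acid-sensing receptors in flies, had a UMI in 9 of 22 mutant neurons with an *orco* UMI (40.9%, exact 95% interval 20.7 to 63.6%) and in 2.39% of those without. In WT neurons with an *orco* UMI it was found in 2.82% and 2.17%. *HsIr25a.1*, one of 2 copies of the broadly used co-receptor gene *Ir25a*, was found in 0 of these 22 neurons, which allows up to 13.6%, and in 78 of 376 mutant neurons without *orco* (20.7%). In WT neurons without an *orco* UMI it was found in 1.59% and 0.870%, but thinning adds neurons that had one to this group, which held 251 and 3448 WT neurons with thinning and 90 and 913 without. With no thinning, *HsIr25a.1* was found in 6.67% and 8.87% of WT neurons without *orco* and in 57.7% of 364 mutant ones. *HsIr76b* was found in 4 of the 22 neurons (18.2%) and in 7.98% of the others.

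The receptor families were compared over all nuclei, each against WT, and no test of a difference between families was run. Of 373 tuning *Or* genes tested, 267 fell, 1 rose and 105 did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (305 fell and 1 rose adjusted over the list alone). Their median log2 change was -5.76 as fitted, and -4.75 with the 118 genes without a mutant count set at their bound. *HsOr302* was at least 241-fold lower in the mutant, *HsOr300* at least 251-fold, *HsOr288* at least 202-fold, *HsOr279* at least 162-fold and *HsOr206* at least 87.7-fold, each with 0 mutant counts. The bounds against WT replicates 1 and 2 taken alone were 158- and 246-fold for *HsOr302*, 263- and 198-fold for *HsOr288*, 261- and 156-fold for *HsOr279* and 337- and 71.6-fold for *HsOr206*. For *HsOr300* they were 89.99- and 261-fold. The calls of *HsOr206* and *HsOr300* were lost when the 3 WT libraries were taken as separate samples (adjusted p 0.0581 and 0.0585, where the alternatives ranged down to 7.64e-16 and 1.16e-17). *HsOr370* was the tuning *Or* gene that rose, by 2.11 (SE 0.56, adjusted p 3.24e-03), and by 1.28 against WT replicate 1 alone. Among 19 *Ir* genes, *HsIr25a.1* rose by 3.00 (SE 0.56, adjusted p 5.06e-06), *HsIr25a.2* by 2.11 (adjusted p 6.24e-03) and *HsIr319* by 2.88 (adjusted p 2.72e-04), and 16 did not pass. Adjusted over the list alone, 7 *Ir* genes rose and 1 fell, with a median of 0.92. Of 17 *Gr* genes, *HsGr1* rose by 2.39 (adjusted p 5.45e-04), also adjusted over the list alone, and the median was 0.92. With the 3 WT libraries separate, 1 *Ir* gene (*HsIr25a.1*) and 0 *Gr* genes passed, and the call of *HsIr25a.2* was also lost with DESeq2. Class shares differed between the groups, so the changes of each receptor family combine them with any change per nucleus.

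**Figure D2:**
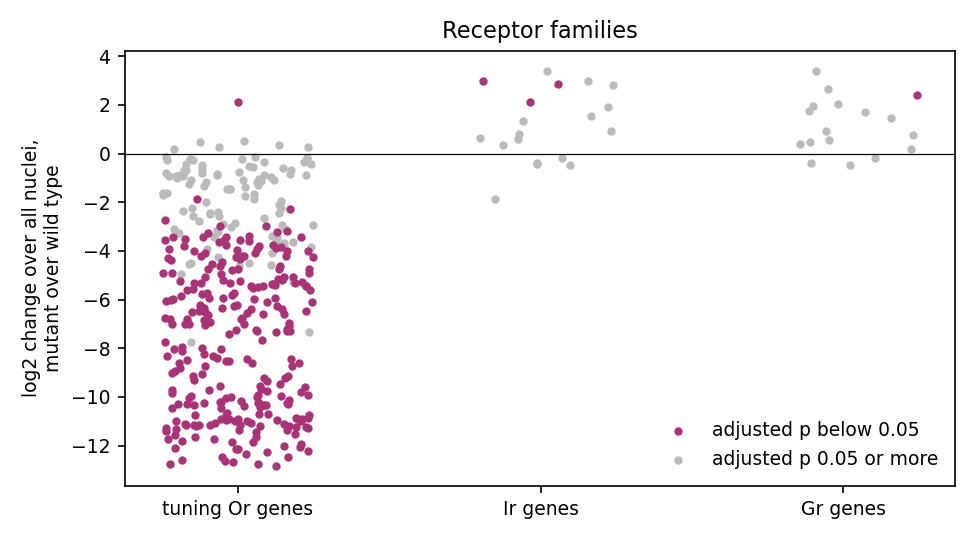
Each point is 1 receptor gene, with the log2 change of mutant over WT across all nuclei on the vertical axis and purple marking adjusted p below 0.05 by edgeR. Of the tuning *Or* genes 267 are below 0 and past the threshold, while 14 of 19 *Ir* and 14 of 17 *Gr* genes lie above 0, most of them short of the threshold.

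The remaining lists were tested over all nuclei in the same way. *nompA*, needed to anchor sensory dendrites to the cuticle, rose by 3.81 (SE 0.69, edgeR adjusted p 2.38e-06), and *sv*, a Pax gene of sensillum cells, rose by 2.32 (adjusted p 0.0320), the 2 of 14 support cell markers that passed, also adjusted over the list alone. Support-cell-like and epithelium-like nuclei were more frequent in the mutant, so rises of their markers over all nuclei combine the class shares with any change per nucleus, and *sv* was not called within support cells. Of 13 epithelium markers 6 rose (9 adjusted over the list alone), among them the chitin deacetylase gene *verm* (3.42, adjusted p 3.12e-07) and *uif* (2.34, adjusted p 2.34e-04). Of 24 cuticle and chitin genes 9 rose and 0 fell (13 rose adjusted over the list alone). All of the 6 risen epithelium markers but *uif* and *dpy* were among these 9. Ciliary genes fell: *btv* by 2.53 (adjusted p 1.12e-03), and *Oseg1*, *IFT52*, *Oseg2*, *IFT54* and *Oseg5*, all of ciliary transport, by 2.05 to 2.53, 6 of 17 cilium and mechanotransduction genes (7 adjusted over the list alone). *VAChT*, the vesicular acetylcholine transporter gene, fell by 2.22 (adjusted p 0.0143), the 1 of 14 other neuronal genes to pass. These falls combine the lower share of neuron-like nuclei with any change per nucleus. Within mechanosensory-like neurons 0 of 17 cilium and mechanotransduction genes passed, with a median log2 change of 0.129. The subtype markers *Rh50* (2.36) and *nompC* (*LOC105188598*, 1.78) both rose. Most UMIs of *Rh50* lay outside neurons, 229 of 359 in the mutant and 225 of 330 in WT replicate 2, so its rise is not one of ammonia-sensing neurons alone. *Col4a1* (1.74) and *PPO* (2.46) rose among 4 hemocyte markers, *egr*, a TNF ligand gene, rose by 1.81 among 12 apoptosis genes, and *Def2*, a defensin gene, by 1.72 among 7 immune genes (2 adjusted over the list alone). *Hr38*, a nuclear receptor gene induced by neuronal activity, fell by 3.06 among 11 heat shock and acute stress genes and again among 17 ecdysone and juvenile hormone genes, of which *Jhbp2* (3.12), *Hr4* (3.31) and *ImpE1* (1.98) rose. Counts adjusted over the list alone were the same for the hemocyte, apoptosis, stress, hormone, subtype and other neuronal lists. Of 38 genes called on lists other than that of all tuning *Or* genes, DESeq2 kept 28, and the calls of *sv*, *IFT52*, *Rh50*, *nompC*, *Col4a1*, *egr*, *Def2* and *ImpE1* were lost. With separate WT libraries 20 were kept, and those of the same 8 genes, of *Hr38* and of *PPO* were lost. The call of *Def2* was also lost without WT library 2, that of *Jhbp2* with the first filter, those of *PPO* and *Oseg5* with no filter on low counts and that of *Oseg5* without the clusters made up of mutant nuclei. Against WT replicate 1 alone *sv* rose by 3.53, and against replicate 2 alone *IFT52* fell by 1.30.

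A further 10 lists had 0 calls over all nuclei by edgeR: neuron markers (4 genes), glia markers (8), muscle markers (14), fat body and oenocyte markers (2), tracheal markers (1), ER stress and unfolded protein response (23), chemosensory proteins (13), cytosolic ribosomal proteins (57), respiratory chain complex I (28) and the support cell markers of the study (3). Among their 153 genes, 6 had an unadjusted p under 0.05, and DESeq2 called 5 as fallen and 0 as risen. Adjusted over the list alone, 1 neuron marker fell and the tracheal gene rose. The glia, muscle, epithelium and support cell markers also named the clusters, so their calls within classes are not independent of that naming. The lists chosen by the study on these libraries, and the neuron, neuron subtype and *irco* markers, are not independent evidence either. Of these, *irco* had 2 of 4 genes risen (3 adjusted over the list alone), and the retained *Or* genes 1 of 4 (*HsOr370*). The *Or* comparisons had 2 of 4 fallen (*HsOrco* and *HsOr206*), and the non-*Or* neighbours 1 of 11 risen (*LOC105187308*, 1.61), a call lost with DESeq2, with separate WT libraries, without WT library 3 and with the first filter.

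Over all nuclei, edgeR tested 11957 genes, of which 479 rose and 618 fell, and 1976 had an unadjusted p under 0.05. DESeq2 called 330 risen and 651 fallen, and 849 calls were shared. Of the genes that fell, 543 were at least 4-fold higher in neurons than in other nuclei of WT replicate 2. Genes called enriched in WT neurons below are those that meet this limit in that replicate alone. The mutant lay outside the range of the WT libraries for 1096 of the 1097 called genes. *apd-3l*, an apidermin-like cuticle gene, had 5 counts in WT and 22632 in the mutant and rose by 13.97 (SE 1.89, adjusted p 2.83e-11). *slf*, whose fly counterpart holds cuticle layers together, rose by 9.29 (SE 1.08, adjusted p 3.28e-15), and *LOC105189843*, which has no name, was at least 11774-fold higher (715-fold against WT replicate 1 alone).

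In epithelium-like nuclei, genes of cuticle building were higher in the mutant, though the class was made up of different clusters in the 2 groups. The most frequent WT clusters, 2, 3 and 35, fell short of the stricter naming, and no expression test was run on the stricter class. *apd-3l* was at least 7479-fold higher (290-fold against WT replicate 1 alone), *mtg*, a chitin-binding protein gene, at least 50.7-fold (1.97-fold against that replicate, which had few UMIs), and *slf* rose by 9.64 (SE 1.18, edgeR adjusted p 9.06e-13). The chitinase gene *Cht7* rose by 6.72 (SE 0.84, adjusted p 1.70e-12), *verm* by 5.76, the chitin deacetylase genes *Cda4* by 4.92 and *Cda5* by 3.43, and the chitin synthase gene *kkv* by 3.92. *CPR28*, of cuticular proteins, rose by 2.43 (1.28 against WT replicate 1 alone) and *yellow-b* by 2.45. *Cpr97Ea* and *Gasp* each had 2 WT counts, both in library 3, and were 12.4- to 395-fold and 9.87- to 319-fold higher (counting intervals), *Gasp* with an adjusted p of 0.0492. In all, 9 of 19 cuticle and chitin genes rose and 0 fell (12 adjusted over the list alone), with a median of 2.45. By DESeq2 3 rose, and without the clusters made up of mutant nuclei 5 rose. *Hr4*, an ecdysone-responsive nuclear receptor gene, rose by 5.53 (SE 0.83, adjusted p 1.13e-08), and *Cyp301a1*, a cytochrome P450 gene of cuticle formation, by 4.68 (adjusted p 0.0112), the 1 of 12 chemosensory list genes to rise (2 fell adjusted over the list alone). Among 10 epithelium markers, which also served to name the class, 6 rose (7 adjusted over the list alone). All of these 6 but *uif* were also among the 9 cuticle and chitin genes. Of 15 list genes called in epithelium, DESeq2 kept *Cht7*, *verm*, *Cda5* and *HsOrco*, and the calls of *Hr4* and *Cyp301a1* were among the 11 lost. Separate WT libraries kept 11, and those of *CPR28* and *Gasp* were lost. Without WT library 2 those of *Gasp* and *Cpr97Ea* were lost, and with no filter on low counts that of *Gasp*. Without the mutant clusters those of *Cpr97Ea*, *Cda5*, *kkv* and *Gasp* were lost, *kkv* stood at 1.18 and *Cda5* at 2.23, and *Cyp301a1* had too few counts to be tested. *Hr4* had 0 and 93 counts in the WT replicates and was at least 42.2-fold higher than in replicate 1 alone.

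Genes that fell in epithelium-like nuclei included *HsOrco*, by 6.52 (SE 0.99, edgeR adjusted p 1.96e-08), and *unc-13*, of synaptic vesicle release, by 2.56. *Eaat2*, a glutamate transporter gene on the list of glia markers that was enriched in WT neurons here, fell by 3.40. The calls of *unc-13* and *Eaat2* were lost with DESeq2 and with separate WT libraries, and against WT replicate 1 alone the genes fell by 1.56 and 1.15. *CCAP-R*, the receptor gene of a cardioactive peptide, had 9.32 and 629 CPM in the WT replicates and 2.04 in the mutant, a fall of 7.35 (SE 1.38, adjusted p 1.89e-05). Against WT replicate 1 alone it was -1.77, and the call was lost with separate WT libraries (adjusted p 0.247) and with DESeq2 (0.688), the highest among its alternatives, which reached down to 8.57e-06. *Fer1* was 11.9- to 2702-fold lower (counting interval), with 3 and 101 counts in the WT replicates and 1 in the mutant, a call lost with DESeq2 (adjusted p 0.267) and without the mutant clusters (0.0516), where its alternatives ranged down to 2.74e-03. The unnamed *LOC105189116* was 80.7- to 2416-fold lower. In total 160 of 10190 genes rose and 74 fell, 746 had an unadjusted p under 0.05, and DESeq2 called 70 risen and 28 fallen. Of those that fell, 36 were enriched in WT neurons.

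**Figure D3:**
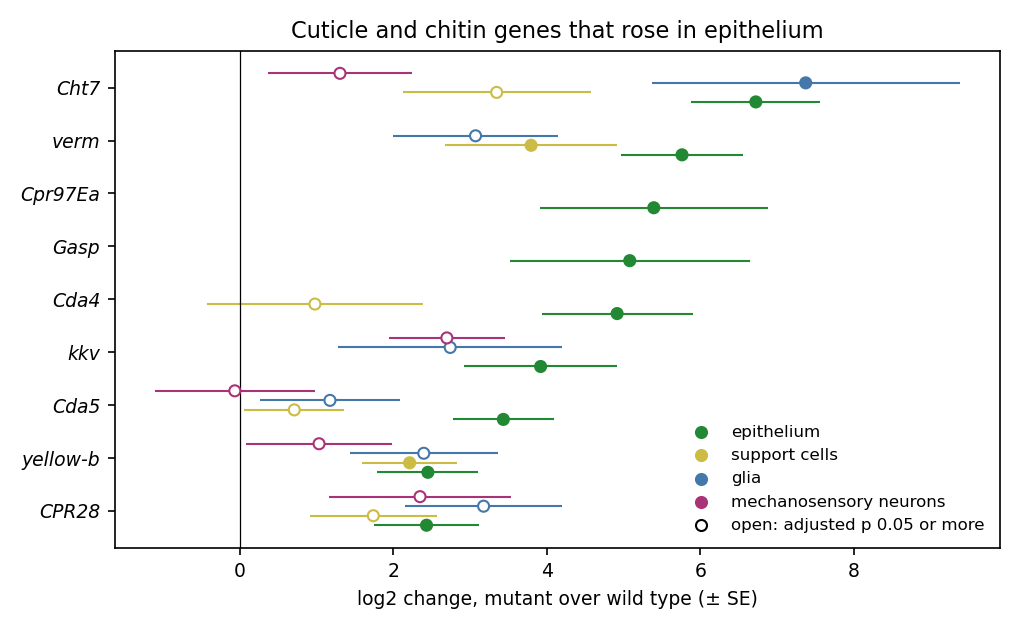
Points give the log2 change of mutant over WT (± SE) in epithelium, support cells, glia and mechanosensory neurons for the 9 cuticle and chitin genes that rose in epithelium, filled where edgeR's adjusted p was below 0.05 and open otherwise. In epithelium the 9 genes lie between 2.43 (*CPR28*) and 6.72 (*Cht7*), and a gene without a point in a class had too few counts to be tested there.

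Support-cell-like nuclei, which secrete the fluid and cuticle around the sensory dendrites, also had more *nompA* transcript (2.21, SE 0.62, edgeR adjusted p 0.0322). *apd-3l* was at least 834-fold higher (50.5-fold against WT replicate 1 alone), *G4267* at least 106-fold (6.41-fold), and *slf* rose by 9.47 (SE 1.2, adjusted p 3.90e-12). *HsGr1* rose by 3.41 (SE 0.65, adjusted p 6.09e-05), 1 of 2 *Gr* genes tested. *yellow-b* (2.21) and *verm* (3.8) were the 2 of 16 cuticle and chitin genes that rose (3 rose and 1 fell adjusted over the list alone), and *Hr4* rose by 4.2. *Kr-h1*, a target of juvenile hormone, fell by 2.68 (adjusted p 0.0469). *HsOrco* fell by 6.57, *Eaat2* by 3.83, *nSyb*, of synaptic vesicles, by 2.88, *unc-13* by 3.43 and *Rim* by 2.87, with 5 of 13 other neuronal genes fallen when adjusted over the list alone. Of these 11 list genes, DESeq2 kept *HsOrco*, *Eaat2* and *Hr4*, and the calls of *nompA*, *HsGr1*, *yellow-b*, *verm*, *Kr-h1*, *nSyb*, *unc-13* and *Rim* were lost. With separate WT libraries *HsOrco*, *Hr4*, *nompA* and *HsGr1* were kept, and without WT library 2 *HsOrco* and *Hr4*. The call of *verm* was also lost without WT library 3, those of *verm* and *Kr-h1* with no filter on low counts, that of *Kr-h1* with the first filter and those of *Rim*, *verm*, *yellow-b* and *Kr-h1* without the highest Scrublet scores. Against WT replicate 1 alone *unc-13* fell by 1.61. *HsOr353* was at least 4.30-fold lower, a bound that rests on WT replicate 1, with 11 counts against 4 in replicate 2, and was at least 1.22-fold against replicate 2 alone. *Fer1* was 11.5- to 2648-fold lower (counting interval), with 10 and 67 WT counts, and both calls were lost with DESeq2 (adjusted p 0.241 and 0.107) and with separate WT libraries (0.684 and 0.0515), where their alternatives ranged down to 0.0469 and 6.99e-04. The *Fer1* call was also lost without WT library 2 (adjusted p 0.0989), and that of *HsOr353* with the first filter (0.131) and with no filter on low counts (0.0645). Of 10110 genes 58 rose and 86 fell, 594 had an unadjusted p under 0.05, and DESeq2 called 21 and 19. Of those that fell, 67 were enriched in WT neurons. Without WT library 2, 17 rose and 3 fell.

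In glia-like nuclei, *Eaat2* fell by 4.06 (SE 1.07, edgeR adjusted p 0.0207), the 1 of 8 glia markers to pass, although it was enriched in WT neurons. *Hr38* fell by 3.35 (adjusted p 0.0318), *onecut* (*LOC105183587*), a neuronal homeobox gene, fell by 3.97 (adjusted p 8.86e-03) and *HsOrco* fell by 5.59 (SE 1.09, adjusted p 2.34e-04). *apd-3l* was at least 623-fold higher (42.7-fold against WT replicate 1 alone), *Hr4* rose by 3.57 (adjusted p 5.08e-03), and *Cht7* was at least 15.2-fold higher, with 18 mutant counts against 0 (1.04-fold against WT replicate 1 alone). *Cht7* was the 1 of 14 cuticle and chitin genes to rise (4 adjusted over the list alone), and its call was lost with DESeq2, with separate WT libraries, without either of WT libraries 2 and 3, with no filter on low counts and with the first filter (adjusted p 0.0575 to 1.00, and 0.0136 at the lowest among its alternatives). Of 6 list genes called in glia, DESeq2 kept *HsOrco* and *Eaat2*, and the calls of *Hr38*, *onecut* and *Hr4* were lost as well. A single call, that of *HsOrco*, was kept with separate WT libraries. The call of *Hr38* was also lost without WT library 2, and those of *Hr38* and *onecut* without the highest Scrublet scores. Against WT replicate 1 alone *Eaat2* fell by 2.60 and *Hr38* by 1.72. *Hr4* had 0 and 17 counts in the WT replicates and was at least 4.29-fold higher than in replicate 1 alone, and *onecut* had 2 and 227 counts, so its fall rests on replicate 2. Of 9102 genes 38 rose and 60 fell, 455 had an unadjusted p under 0.05, and DESeq2 called 9 and 7. Among the fallen genes 52 were enriched in WT neurons.

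Mechanosensory-like neurons persisted in the mutant, so their transcripts could be compared. *HsOrco* was 31.7- to 958-fold lower (counting interval) with 2 mutant counts. It stood at 192 and 170 CPM in WT mechanosensory-like neurons, at the background level of 187 and 172 CPM in WT non-neuronal nuclei, so its fall there does not show a change of expression in these neurons. *CCAP-R* fell by 4.24 (SE 0.96, edgeR adjusted p 4.55e-03), with 1 count in WT replicate 1 and 141 in replicate 2, on which the fall rests, a call lost with DESeq2, with separate WT libraries and with the first filter (adjusted p 0.0637 to 1.00, and 2.13e-04 at the lowest). *apd-3l* was at least 176-fold higher (9.88-fold against WT replicate 1 alone). *slf* was 12.6- to 2942-fold higher (counting interval), with 0 and 1 counts in the WT replicates, and was not called by DESeq2 (adjusted p 1.00, against 3.17e-04 at the lowest among its alternatives). Of 8741 genes 16 rose and 16 fell, 11 of the latter enriched in WT neurons, 224 had an unadjusted p under 0.05, and DESeq2 called 5 and 2. Beyond *HsOrco*, 0 members of the other 27 lists passed in these neurons by edgeR, where 28 of their 312 genes had an unadjusted p under 0.05 and DESeq2 called 0. Adjusted over the list alone, 2 *irco* genes rose, 2 *Ir* genes rose and 1 fell, and 4 tuning *Or* genes fell. By the same adjustment 1 epithelium marker and 1 cuticle and chitin gene rose, and 1 support cell marker and 1 chemosensory protein gene fell.

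With the non-neuronal classes summed, *HsOrco* fell by 6.64 (SE 0.97, edgeR adjusted p 3.29e-09), and *nSyb* (by 2.60), *onecut* (*LOC105183587*, by 3.26), the sodium channel gene *para* (by 2.27) and *Eaat2* (by 3.98) fell as well, all of them enriched in WT neurons. *slf* rose by 8.93 (SE 1.04, adjusted p 1.38e-14), *Hr4* by 4.80, *nompA* by 2.59 and *HsGr1* by 2.75. Of 15 list genes called here, DESeq2 kept *HsOrco*, *Eaat2*, *Cht7* and *yellow-b*, and the calls of *nSyb*, *onecut*, *para*, *Hr4*, *nompA* and *HsGr1* were among the 11 lost. With separate WT libraries *HsOrco*, *Cht7* and *yellow-b* were kept, and without the highest Scrublet scores the calls of *onecut* and *para* were lost. Against WT replicate 1 alone *onecut* fell by 1.16 and *nompA* rose by 1.72. *Cad74A*, a cadherin gene, was at least 19.0-fold higher, a bound that rests on WT replicate 2, since the few UMIs of replicate 1 give none above 1, and a call lost with DESeq2 (adjusted p 0.789), with separate WT libraries (0.259), without WT library 2 (0.145) or 3 (0.169) and with no filter on low counts (0.0576), with 0.0283 at the lowest. *HsOr302*, *HsOr300* and *HsOr228* were at least 35.1-, 33.4- and 18.7-fold lower. The first 2 bounds rest on WT replicate 2, with 157 and 148 counts against 1 and 2 in replicate 1, while *HsOr228* had 4 and 80 counts, or 3.89 and 4.24 CPM. Each call was lost with DESeq2 (adjusted p 0.0916, 0.0741 and 0.130) and separate WT libraries (0.233, 0.192 and 0.110), where their alternatives ranged down to 9.83e-04, 1.90e-04 and 0.0120. The *HsOr228* call was also lost without WT library 3 (adjusted p 0.0903) and with no filter on low counts (0.0605). Of 289 tuning *Or* genes 4 fell and 0 rose (69 fell and 1 rose adjusted over the list alone), and of 23 cuticle and chitin genes 6 rose (9 adjusted over the list alone, 2 by DESeq2). Of 11441 genes 114 rose and 95 fell, 847 had an unadjusted p under 0.05, and DESeq2 called 63 and 44. With separate WT libraries 43 rose and 5 fell. Of the fallen genes 66 were enriched in WT neurons.

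The study asked which tuning *Or* genes keep expression outside neurons, and the mutant serves this question since few ORNs remain to shed RNA. *HsOr370* stood at 399 CPM in mutant support-cell-like nuclei (exact 95% interval 382 to 417) against 185 and 129 in WT, with 58.8% of its mutant non-neuronal counts in cluster 55 and 34.2% in cluster 22. In mutant neurons it was at 2.38 CPM. Within support-cell-like nuclei 0 of 122 tuning *Or* genes rose by edgeR, also adjusted over the list alone, so *HsOr370* was not called there. *HsOr161* was at 58.6 CPM in mutant support cells against 65.6 and 37.9 in WT, and 86.9% of its counts lay in cluster 0. *HsOr61* was at 19.2 CPM in nuclei without a class name (17.8 and 17.4 in WT), 81.8% of it in cluster 58, and *HsOr247* was at 41.9 CPM there (107 and 30.4 in WT) and at 23 CPM in glia (20.7 and 21.7 in WT). *HsOr206* had 0 UMIs in the mutant, which allows up to 0.226 CPM in non-neuronal nuclei and 1.43 in neurons, and stood at 91.6 and 20.4 in WT neurons. By the ratio of mutant to WT mean normalised counts per nucleus, the 10 highest tuning *Or* genes were *HsOr370* (log2 2.27), *HsOr161* (0.32), *HsOr322* (0.23), *HsOr325* (0.18), *HsOr321* (0.08), *HsOr53* (0.06), *HsOr323* (0.03), *HsOr324* (-0.07), *HsOr61* (-0.17) and *HsOr320* (-0.29). *HsOr370* was 0.85 against WT replicate 1 and 2.5 against replicate 2, and *HsOr161* changed sign between them (-0.19 and 0.37). In mutant non-neuronal nuclei, 73 of 376 tuning *Or* genes had at least 20 UMIs and 158 had none, and *orco* had 21 UMIs there against 36068 of tuning *Or* genes.

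Glia-like nuclei were examined for the gradient of *Or* genes behind *LOC105190781* (531332–535650, + strand), which is followed on the same strand by *HsOr202* (535824–539021), *HsOr201* (539206–541112) and *HsOr200* (542274–544643) on the scaffold of the deposited annotation. *LOC105190781* stood at 264 CPM in mutant glia and at 704 and 248 in WT. *HsOr202* was at 71.9 CPM in mutant glia (exact 95% interval 58.5 to 87.5), *HsOr201* at 59.0 (46.9 to 73.2) and *HsOr200* at 25.2 (17.5 to 35.0). The first 2 intervals overlap, so an order between *HsOr202* and *HsOr201* was not detectable in the mutant, while *HsOr200* lay below both. In WT the values were 120, 24.8 and 20.7 in replicate 1, 91.7, 84.0 and 23.7 in library 2, and 95.2, 95.8 and 25.8 in library 3.

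A single tandem array carried most of the counts of tuning *Or* genes outside neurons. Its 44 *Or* genes lie on 1 strand between positions 620807 and 959418 of a scaffold, and had 108 to 2297 UMIs each in mutant non-neuronal nuclei. Together they made up 31406 of the 36068 tuning *Or* UMIs there (87.1%). The array stood at 3782 CPM in mutant support cells, 2879 in glia, 1065 in epithelium and 821 in neurons, against 4696, 3587, 1323 and 3814 in WT replicate 2 and 2366, 2862, 758 and 3477 in WT replicate 1. A UMI of the array was found in 86.8% of mutant non-neuronal nuclei and in 81.3% and 85.6% of WT ones (median depths 3951.5, 3453.5 and 4217 UMIs). In mutant neurons it was 79.6%, at a median of 5226 UMIs. None of the 44 genes overlaps an exon of a non-*Or* gene on its strand, and counts of near-identical paralogs within the array are uncertain. *LOC109504413* lies on the other strand over the start of the array (614531–719171). *LOC112589785* (947582–950503), a non-*Or* gene, lies within the array on the same strand, and *LOC105182725* (970355–985096) follows the array on that strand.

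**Figure D4:**
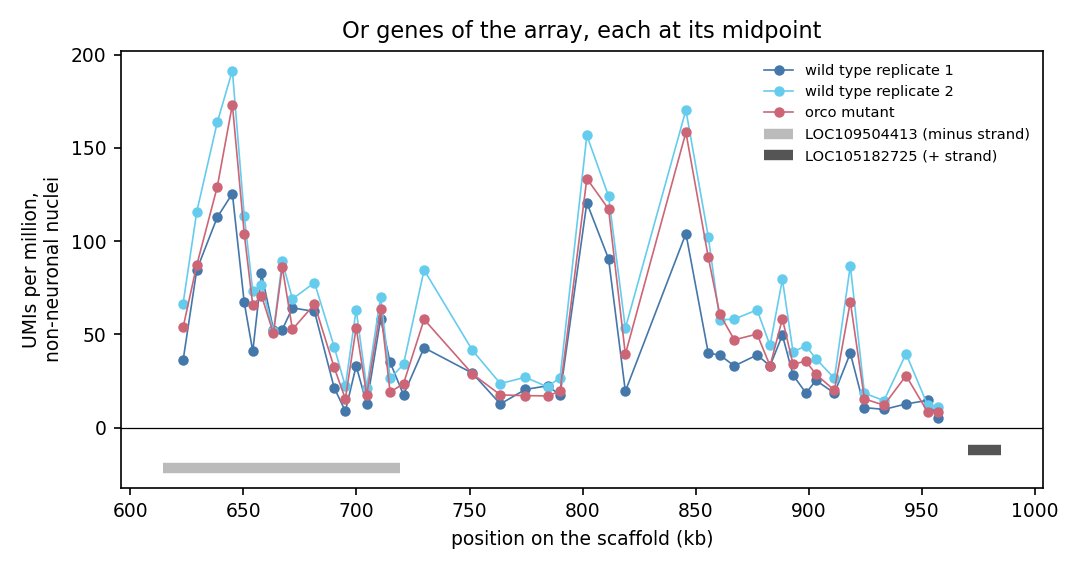
Points give CPM in non-neuronal nuclei of the 2 WT replicates and the mutant for each *Or* gene of the array at its midpoint (kb on the scaffold), and bars under 0 mark 2 neighbouring genes. The 3 series follow one course along the array, and each of the 44 genes had at least 108 UMIs in the mutant.

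Distance to other genes was then related to the level of tuning *Or* genes in mutant non-neuronal nuclei. Across the 376 genes in 59 loci, levels were lower with distance to the nearest non-*Or* gene (Spearman rho -0.292, Pearson r -0.340, permutation p 1e-05 each, the smallest possible). Genes are not independent replicates, and with whole loci permuted p was 0.0365 and 7.07e-03. In WT non-neuronal nuclei rho was -0.0583 (permutation p 0.260) and r was -0.202 (permutation p 1.90e-04). By the number of *Or* genes to the end of the locus, rho was -0.0408 (permutation p 0.429). Of the 95 genes next to a non-*Or* gene, 21 (22.1%) had at least 20 UMIs in mutant non-neuronal nuclei, against 52 of 281 others (18.5%; two-sided Fisher's exact test, p 0.455). *HsOr322*, *HsOr323*, *HsOr321*, *HsOr324* and *HsOr317* of the array overlap *LOC109504413*. They had a distance of 0 in the correlation but were counted among the others here. Outside the array, a restriction chosen after the data had been seen, 17 of 91 genes next to a non-*Or* gene (18.7%) had at least 20 UMIs. Of 241 others 12 did (4.98%, two-sided Fisher's exact test, p 2.67e-04), and rho was -0.372 over the 332 genes outside the array. Both Fisher tests treat genes as independent, so their p do not allow for genes that share a locus.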

Values the study reported

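The study reports about 16,000 nuclei after filtering, about 13,000 of them from WT and about 3500 from *orco* mutant antennae. It gives neurons as 67% of WT nuclei and 12% of mutant nuclei. It holds that leaky regulation of neighbouring genes could account for about 70% of *Or* expression outside ORNs, and leaves about 30% unexplained. For log2 fold changes in single nuclei against bulk RNA, it reports R² of 0.21 (Pearson) and 0.17 (Spearman).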

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

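Of the alternatives, the stricter naming of classes, the removal of the highest Scrublet scores, the omission of clusters made up of mutant nuclei and the omission of the array *Or* genes were chosen after the data had been seen. Over 28 alternatives, 208 results gave 2289 values, of which 1767 were labelled unchanged, 350 moved, 166 no longer passed and 6 reversed. Unchanged values stayed in direction and on their side of the threshold or within the spread. Counts of called genes were instead labelled unchanged within a fixed fold of the main count. Over all nuclei, 330 risen genes by DESeq2 against 479 thus counted as unchanged. So did 422 fallen genes against 618 with separate WT libraries. Beside the values given here, 174 results had 1504 such unchanged values, 297 that moved, 164 that no longer passed and 3 that reversed. The removal of Scrublet's own calls moved 3 values. No cluster bordered the neurons, so leaving such clusters out was without effect. DESeq2's size factors in the edgeR fit and no filter on low counts moved none of the main results. Without a replicate the model has no residual degrees of freedom, so those values carry no test. The lone mutant is assumed to vary like the WT. No paired analysis was possible, since WT and mutant animals were collected at different sites and no sample was matched to another. Where no cause is named, the cause was not tested.

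Differences in share are mutant minus WT mean, in percentage points. With the first filter of the study, glia went from 4.53 to 4.36, support cells from 23.9 to 21.7, OrX+orco neurons from -19.8 to -15.2 and mechanosensory neurons from 4.48 to 4.81. With no filter, neurons went from -58.0 to -49.8, support cells to 19.2, OrX+orco to -12.1 and mechanosensory neurons to 5.50. Under the stricter naming glia were at 3.51, and with no clustering at 5.19. No clustering put OrX+orco at -3.33 and reversed mechanosensory (-2.08) and ammonia-sensing neurons (-1.35, from 0.115). Resolution 2 gave -24.3 for OrX+orco, 3.98 for mechanosensory and -1.29 for ammonia-sensing neurons, and no integration gave 2.87 and -0.457 for the latter 2. Without the highest Scrublet scores mechanosensory neurons were at 4.41, and the receptor threshold of 0.001 gave -44.5 for OrX+orco. Muscle reversed from -0.189 to 0.102 without WT replicate 2 and was -0.479 without WT replicate 1. The difference in nuclei with an *orco* UMI was -71.3 with no thinning and -61.6 at 2000 UMIs, and *HsIr8a* in mutant neurons with an *orco* UMI was 67.6% with no thinning, where depth sets the share.

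With DESeq2, 63 genes rose and 44 fell in non-neuronal nuclei, 70 and 28 in epithelium, 21 and 19 in support cells, 9 and 7 in glia and 5 and 2 in mechanosensory neurons, and 3 cuticle and chitin genes rose in epithelium. Of the list genes called by edgeR, it kept 28 of 38 over all nuclei, 4 of 15 in non-neuronal nuclei, 4 of 15 in epithelium, 3 of 11 in support cells and 2 of 6 in glia. With the 3 WT libraries as separate samples, 294 genes rose over all nuclei, 43 rose and 5 fell in non-neuronal nuclei, 48 fell in epithelium, 26 rose and 17 fell in support cells, 14 rose and 1 fell in glia, 4 fell in mechanosensory neurons, and 1 *Ir* and 0 *Gr* genes rose, with 20, 3, 11, 4 and 1 of the same list genes kept. With the first filter, 171 fell in non-neuronal nuclei, 70 rose and 158 fell in glia, and 27 fell in mechanosensory neurons. Without WT library 2, 17 rose and 3 fell in support cells and 5 *Ir* genes rose. Without the highest Scrublet scores, 48 fell in support cells, 35 in glia and 3 in mechanosensory neurons. Without the mutant clusters, 5 *Ir* genes rose over all nuclei and 5 cuticle and chitin genes in epithelium.

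For the distance to the nearest non-*Or* gene, Spearman's rho was -0.0408 (permutation p 0.429) by the number of *Or* genes to the end of the locus and -0.0583 (permutation p 0.260) in WT non-neuronal nuclei, and Pearson's r by that number reversed to 0.0791 (permutation p 0.125). Depth limits the small classes: muscle rested on 7 mutant nuclei and *irco* shares on 22 neurons.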

Other observations

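Of the tests given here, that of upstream neighbours was planned before its result was seen, that of the mutant clusters used an alternative added after the data had been seen though before its own result, and all others were chosen only after the result was seen. Some genes were raised in several classes of the mutant at once. *apd-3l*, *LOC105189843* and 8 more genes rose in epithelium, support cells, glia and mechanosensory neurons alike, and *HsOrco* was among 6 genes that fell in all 4. Epithelium shared 34 risen genes with support cells, 24 with glia and 12 with mechanosensory neurons. *Hr4* rose in epithelium (5.53), support cells (4.2) and glia (3.57), and *Eaat2*, which was enriched in WT neurons, fell in the same classes by 3.40, 3.83 and 4.06. Of these calls, DESeq2 kept *Hr4* in support cells and *Eaat2* in support cells and glia. With separate WT libraries *Hr4* was called in epithelium and support cells and *Eaat2* in 0 of the 3 classes, and without WT library 2 the call of *Eaat2* in support cells was lost. *Eaat2* fell by 1.15 in epithelium and 2.60 in glia against WT replicate 1 alone, and *Hr4* had 0 counts in epithelium and glia of that replicate. Whether these changes differ between classes was not tested. Cluster 13, epithelium-like, held 0.493% and 0.948% of WT nuclei and 5.93% of mutant nuclei, while cluster 2 held 1.87%, 3.67% and 1.58%.

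Genes enriched in WT neurons made up 66 of the 95 genes that fell in non-neuronal nuclei, among them *HsOrco*, *nSyb*, *onecut*, *para* and *Eaat2*. Free RNA spread evenly over WT droplets is argued against, since the 66 genes had a median of 2.26 times as many UMIs per nucleus in glia as in epithelium of WT replicate 2, and the counting interval lay above 1.5 for 57 of them. For *HsOrco* alone the fold was 1.49 (counting interval 1.36 to 1.63). The interval lies above the 1 of exactly even spread but not above 1.5, the limit that was set, so this gene alone does not decide it. RNA of ORNs carried into the classes in different amounts may account for the falls but is left open: the log2 ratios of glia over epithelium had a median absolute deviation of 0.192, above the upper limit of 0.110 that counting allows under 1 ratio for all genes (median 0.0829). Doublets of neurons with other nuclei stay open, as the highest doublet scores took *orco* in WT glia from 242 to 194 CPM, to 0.80 of its level, while 26 of the 52 falls in glia remained called. A loss of these transcripts from the non-neuronal cells themselves was not tested apart from this and stays open, as do age, site and storage.

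The 9 cuticle and chitin genes that rose in epithelium had a median log2 change of 4.92. A single cluster of mutant nuclei as the whole cause is argued against: without clusters of 90% or more mutant nuclei the median was 3.71, or 0.755 of that value, and 5 of the 9 genes were still called. For *kkv* the log2 change went from 3.92 to 1.18, so these clusters carried most of its rise. The omission does not test a different mix of cells within the class. Epithelium-like WT nuclei were most frequent in clusters 2, 3 and 35, and mutant ones, after cluster 8, in clusters 13 and 45. Of these, clusters 2, 3, 13 and 35 fell short of the stricter naming, so the rises may compare unlike nuclei. Free RNA from cuticle-secreting cells is left open for the rise of epithelial genes in glia or mechanosensory neurons of the mutant, since 26 such genes had ratios between these classes with a median absolute deviation of 0.384, above the upper limit of 0.237 that counting allows under 1 ratio (median 0.152). For the 34 genes raised in epithelium and support cells the deviation was 1.12, which argues against that source for all of them together. Such a spread cannot exclude it for some of them. *apd-3l* stood at 432 CPM in mutant support cells, 531 in glia and 300 in mechanosensory neurons. *slf* stood at 1109 CPM in mutant support cells and 41.5 in mechanosensory neurons. The mutant females were freshly eclosed and the WT females of unknown age, so age at collection, as a biological explanation of cuticle building, was not tested and cannot be told apart from genotype in this design.

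For the tandem array of 44 *Or* genes, free RNA from ORNs is argued against by the ratio of array to *orco* UMIs. In mutant non-neuronal nuclei it was 399 times that in WT neurons of replicate 2, though *orco*, the mutated gene, itself fell. Within the mutant the ratio was 1496 in non-neuronal nuclei against 12.2 in neurons, and within WT replicate 2 it was 16.4 against 3.75. Shared exons are argued against too, with 0 genes overlapping an exon of a non-*Or* gene on their strand. A transcript that runs on from the array into the next gene would put counts into that gene. By itself it would not account for the counts of the array. Over 32 mutant non-neuronal clusters the array followed the downstream gene *LOC105182725* with a Spearman rho of 0.874. The 95th percentile of 913 genes of like counts was 0.392. In WT replicate 2 rho was 0.869. The upstream gene *LOC105188838* also passed that percentile, with a rho of 0.503 in the mutant (95th percentile 0.374) and 0.402 in WT replicate 2 (0.309), so passing it is not specific to the next gene downstream. Regulation shared by the array and its neighbours would give such relations and was not separated from a run-on transcript.

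Transcription that runs on from an upstream non-*Or* gene on the same strand was tested for the *Or* genes next to such genes. The 33 with an upstream neighbour on their strand had a median of 3 UMIs in mutant non-neuronal nuclei and the 62 others a median of 2 (two-sided permutation p 0.806), so the levels cannot be told apart at these counts.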
